# Adult mouse hippocampal transcriptome changes associated with long-term behavioral and metabolic effects of gestational air pollution toxicity

**DOI:** 10.1038/s41398-020-00907-1

**Published:** 2020-07-07

**Authors:** Amin Haghani, Richard G. Johnson, Nicholas C. Woodward, Jason I. Feinberg, Kristy Lewis, Christine Ladd-Acosta, Nikoo Safi, Andrew E. Jaffe, Constantinos Sioutas, Hooman Allayee, Daniel B. Campbell, Heather E. Volk, Caleb E. Finch, Todd E. Morgan

**Keywords:** Autism spectrum disorders, Molecular neuroscience

## Abstract

Gestational exposure to air pollution increases the risk of autism spectrum disorder and cognitive impairments with unresolved molecular mechanisms. This study exposed C57BL/6J mice throughout gestation to urban-derived nanosized particulate matter (nPM). Young adult male and female offspring were studied for behavioral and metabolic changes using forced swim test, fat gain, glucose tolerance, and hippocampal transcriptome. Gestational nPM exposure caused increased depressive behaviors, decreased neurogenesis in the dentate gyrus, and increased glucose tolerance in adult male offspring. Both sexes gained fat and body weight. Gestational nPM exposure induced 29 differentially expressed genes (DEGs) in adult hippocampus related to cytokine production, IL17a signaling, and dopamine degradation in both sexes. Stratification by sex showed twofold more DEGs in males than females (69 vs 37), as well as male-specific enrichment of DEGs mediating serotonin signaling, endocytosis, Gαi, and cAMP signaling. Gene co-expression analysis (WCGNA) identified a module of 43 genes with divergent responses to nPM between the sexes. Chronic changes in 14 DEGs (e.g., microRNA9-1) were associated with depressive behaviors, adiposity and glucose intolerance. These genes enriched neuroimmune pathways such as HMGB1 and TLR4. Based on cerebral cortex transcriptome data of neonates, we traced the initial nPM responses of HMGB1 pathway. In vitro, mixed glia responded to 24 h nPM with lower HMGB1 protein and increased proinflammatory cytokines. This response was ameliorated by TLR4 knockdown. In sum, we identified transcriptional changes that could be associated with air pollution-mediated behavioral and phenotypic changes. These identified genes merit further mechanistic studies for therapeutic intervention development.

## Introduction

Air pollution impairs global health and causes morbidities throughout the lifespan^1^. Besides children’s lung dysfunctions, developmental exposure brings neurodevelopmental consequences. Gestational exposure to elevated air pollution is associated with low birth weight^2^ and impaired brain myelination^3,4^, and gray matter volume^5^; functional impairments include children’s cognition^3^, behavior^3,6^, and increased risk of autism spectrum disorders^7,8^, and attention deficit hyperactivity disorder^9,10^. Experimental studies validated several of these relationships by exposing rodents during gestation to defined concentrations of air pollution particulate matter PM2.5 or PM0.2. Gestational exposure of rodents can alter adult brain morphology (hypermyelination, ventriculomegaly)^11^, impair memory^12^, and increase depressive symptoms^13^, aggressive behaviors^14^, and post-natal weight gain^15^.

Importantly, epidemiological and experimental studies document sex-specific effects of gestational air pollution exposure. For example, boys were more vulnerable to developmental air pollution exposure for risk of cognitive decline and attention problems^16,17^. A similar male excess was shown for mice exposed gestationally to PM0.2 or diesel exhaust particles for hypermyelination^18^, depressive behavior^13^, and insulin resistance^19^.

The transcriptional processes underlying these effects are relatively unexplored. Only two previous studies documented brain transcriptome responses to gestational air pollution exposure with 70-fold differences in the number of gene responses to air pollution: cerebellar responses to gestational PM2.5 were limited to 11 differentially expressed genes (DEGs) related to inflammation at post-natal day 12^20^. Moreover, gestational exposure to carbon black nanoparticles induced 700 DEG responses in cerebral cortex of adult mice after, including dopamine receptor signaling, inflammation, and growth factors^21^. Because these studies did not examine sex-specific transcriptome responses, we analyzed the hippocampal transcriptome of both male and female adult mice that were gestationally exposed to nanosized urban particulate matter (nPM). The transcriptomic changes were then analyzed in relation to phenotypes including depressive behavior, and systemic metabolic changes.

The findings led us to explore the initial nPM responses in the high mobility group box 1 (HMGB1) pathway in the cerebral cortex of neonates and mixed glial culture. HMGB1 is a multi-functional protein mediator of DNA replication^22^, repair^23,24^, and transcription^25^. Extracellular HMGB1 mediates inflammatory responses by binding to pattern recognition receptors (e.g., TLR4), LPS, IL1B, and others^26^. A persistent change in this pathway is a link between neuroimmune changes and the long-lasting developmental effects of gestational air pollution exposure.

## Methods

### nPM collection

nPM was collected on Teflon filters (20625.4 cm, PTFE, 2 mm pore; Pall Life Sciences) from urban air in Los Angeles, CA, near the CA-110 Freeway using a High-Volume Ultrafine Particle (HVUP) Sampler at 400 L/min from June-August 2016. Filter collected PM0.2 (nPM) was eluted by sonication in deionized water and stored at −20 °C. The aqueous suspension was aerosolized to 300 μg/m^3^ throughout exposure. The re-aerosolized nPM in animal exposure chambers were collected on filters for chemical characterization by high resolution mass spectrometry (SF-ICPMS) and Sievers 900 total organic carbon analyzer^27^. Endotoxin content of the nPM suspension was assessed by a *Limulus* assay (Pierce LAL chromogenic endotoxin, ThermoFisher). For chemical characteristics of nPM, see Supplementary Fig. S1.

### Ethics statement

The Institutional Animal Care and Use Committee at USC approved these experiments (protocol #11992 & 20720). All studies followed the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health.

### Gestational exposure

C57BL/6J mice at 9 weeks of age were obtained from The Jackson Laboratory. Breeding trios (2 females and 1 male) were randomly assigned to two exposure groups: nPM and filtered air. Mice were exposed to filtered air or re-aerosolized nPM (300 μg/m^3^) at beginning of gestational day 2 for 5 h/day (10 am to 3 pm), 3 day/week (Mon, Wed, Fri), for 3 weeks of pregnancy. Pregnant mice were maintained in home cages within the exposure chambers to minimize stress. Filtered air (Ctrl) and nPM exposures were done in parallel in the same room to equalize stress of noise, handling, and exposure time. Exposure stopped with the birth of the first pup. The inhaled PM approximates 27 μg/m^3^ constant exposure, which is experienced in many major cities. The mode of administration of nPM was whole body exposure. Gestational exposure did not alter the litter number. To reduce handling stress and potential maternal neglect, neonates were not weighed, measured, or otherwise disturbed until weaning at 21 days of age. Weaned mice were housed (4–5 per cage) at 25 °C on 12 h light/dark cycles. Offspring from five litters per exposure group were examined as adults. Sample size determined by number of offspring. Treatment groups were blinded during analysis of behavioral testing and histochemistry.

### Body weights and composition

Body weights were recorded every two weeks after weaning. Body compositional analyses were conducted at weeks 6, 12, and 16 using the minSpec NMR machine (Bruker Corporation).

### Forced swim

The forced swim test to assess stress coping strategies^28^ was performed at age 11–13 weeks. Mice were placed in a clear cylindrical water bath at 24–25 °C and recorded 5 min for latency to the first period of immobility and total time immobile.

### Intraperitoneal glucose tolerance test (IPGTT)

At 16 weeks of age, mice underwent IPGTT using standard protocols. Briefly, mice were fasted for 10 h overnight before injection with a bolus (1 mg/g body weight) of glucose (10% wt/vol in sterile water) into the peritoneal cavity. Blood samples were obtained from conscious mice through the tail vein at 0, 15, 30, 60, 90, and 120 min post-injection. Plasma glucose was measured by Freestyle Lite glucometer (Abbott Diabetes Care, Alameda, CA).

### EdU injections

Based on the documented male behavioral bias in gestational response to nPM^13,27^, we chose to examine neurogenesis in male offspring only. Male mice were injected i.p. with 41 μg/g 5-ethynyl-2′-deoxyuridine (EdU) for seven times over 3 days, ending 18 days before tissue collection. All animals were injected with EdU due to the small sample size.

### Tissue collection

At 19 weeks of age, mice were euthanized via cardiac puncture; brains were perfused with 0.9% saline and hemisected. The left hemisphere was fixed overnight in 4% paraformaldehyde in 0.1 M borate buffer (pH 8.5) and cryoprotected in 12% sucrose, plus flash-frozen in isopentane for sagittal sections (30 μm) using a sled microtome fitted with a freezing stage. The hippocampus of the right hemisphere was used for RNA sequencing analysis.

### Immunohistochemistry

Floating sections were permeabilized in Triton-100, blocked in 3% NDS, incubated in primary antibody overnight at 4 °C and in secondary antibody for 4 hours (1:500, ThermoScientific). Primary antibodies were NeuN (1:10,000, ab104224, Abcam), and GFAP (1:1000, ab7260, Abcam). Slides were stained for EdU (Click-iT Plus EdU Alexa Flour 555 Imaging Kit C10639, ThermoFisher Scientific). EdU-positive cells were identified with fluorescence microscopy and colocalized with NeuN and GFAP to determine neurogenesis and astrogenesis. The images were taken at ×20 objectives using a Nikon Eclipse TE300 microscope (Nikone, Melville, NY). Images were analyzed with Image J software.

### RNA sequencing (RNA-seq) of the hippocampus

Five hippocampal samples per group per sex were randomly selected for RNA-seq analysis. The RNA was extracted using QIAGEN RNeasy plus universal protocol (Qiagen #73404). 600 ng RNA was used to prepare RNA-seq libraries using the Illumina RiboZero Gold library preparation kit. The libraries were sequenced by Illumina HiSeq 3000 sequencer at the Lieber Institute for Brain Development. The data preprocessing included quality check by FastQC^29^ and where needed, trimming of the adapter sequences by Trimmomatic^30^. The raw reads were aligned to the mouse reference genome (mm10) using the HISAT2 splice-aware aligner^31^. The overlapping gene alignments were counted using featureCounts version 1.5.0-p3^32^ relative to Gencode version M11 (118,925 transcripts across 48,709 genes, March 2016). Counts were then converted to count per million (CPM) for data visualization and preliminarily assessment in the EdgeR package in R. The data were normalized by the TMM method^33^ and converted to Log2 expression using the Voom package in R for further linear modeling. Differential expression analysis used Empirical Bayes Statistics (eBayes; Limma package). In the first model, sex was considered as a covariate to identify the nPM effects in all groups. Next, the data were stratified by sex, and the nPM effects were studied separately. We set a nominal significance level at *p*-value < 0.005, where no genes were detected at 5% false discovery rate (FDR).

The log2 expression data were further analyzed by weighted gene co-expression analysis (WGCNA). Briefly, the scale-free network was produced by giving the unsigned matrix a soft threshold power. This network was used to calculate the topological overlap and dissimilarity matrices. Following hierarchical clustering, the gene modules were identified by a dynamic tree cut algorithm. Using the singular value decomposition method, the module Eigengene was calculated and tested for association with nPM exposure.

The association of RNA expression of the genes was tested for phenotypic changes as an outcome using linear modeling. Log2 expression of the genes and sex were included in the model as an independent variable. The significance of the association was studied at 5% FDR.

### Ingenuity pathway analysis (IPA)

Identified gene sets were analyzed by IPA (Qiagen) for the enrichment of canonical pathways and candidate upstream regulators. Significance was calculated by right-tailed Fisher’s exact test of the overlap of observed genes with the database.

### Cell culture

Primary mixed glia were cultured from rat cerebral cortex (post-natal day 3; mixed-sex)^34^ at a ratio of astrocytes to microglia, 3:1. For TLR4 knockdown, the cells were transfected with TLR4 siRNA (30 pmol, ThermoFisher Scientific, ID 198667) using lipofectamine RNAiMAX reagent (9 μl/well, ThermoFisher Scientific). After 48 h of transfection, the cells were washed with PBS, and then treated with 10 μg nPM/ml media for 24 h, which did not induce cellular death assessed by LIVE/DEAD cell viability assay (ThermoFisher Scientific) (Supplementary Fig. S2).

### Protein analysis

Total protein was extracted by homogenization in 1× RIPA buffer supplemented with 1 mM Na_3_VO_2_, 1 mM phenylmethylsulfonyl fluoride (PMSF), 10 mM NaF, phosphatase inhibitor cocktail (Sigma), and Complete Mini EDTA-free Protease Inhibitor Cocktail Tablet (Roche). Lysate supernatant was obtained by centrifugation 10,000×*g*/10 min; protein concentration was estimated by Bradford assay. HMGB1 protein was detected by western blot using anti-HMGB1 (1:10,000, Abcam, ab18256) primary antibody. Inflammatory cytokines were analyzed by V-plex proinflammatory panel 2 immunoassays (Mesoscale Diagnostics, Rockville, MD).

### Statistical analysis

RNA-seq data were analyzed in Rstudio as described in each section. The mean differences were analyzed by analysis of variance (ANOVA), followed by pairwise comparison and controlling for multiple test correction at 5% FDR. ANOVA used GraphPad Prism v.7.

## Results

### Gestational exposure to nPM caused transcriptomic changes in the adult hippocampus

A total of 29 nPM differentially expressed genes (DEGs) (15 upregulated, 14 downregulated) were detected in the hippocampus at 19 weeks of age; both sexes were combined after controlling for sex differences at *p* < 0.005 significance (Fig. 1a). 

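RNA from the hippocampus of 20 young adult mice was sequenced, with 5 samples in each of 4 groups: control males, nPM males, control females and nPM females. nPM, particulate matter of urban air pollution, had been inhaled by the dams during pregnancy at 300 μg/m3 for 5 h per day on 3 days per week, while the dams of the controls inhaled filtered air. The paper gives an age of 19 weeks. The deposited sample labels give ages from 17.71 to 18.29 weeks in females and from 18.57 to 19.14 weeks in males, and a dose of 300 mg/m3 where the paper has μg. In the paper's methods, only male mice were injected with EdU, to examine neurogenesis, before tissue collection. Comparisons between the sexes, the interaction of sex and exposure included, are therefore also comparisons of age and EdU. The authors depleted ribosomal RNA with the RiboZero Gold kit, aligned the reads to mm10 with HISAT2 and counted them on the 48709 genes of Gencode version M11 with featureCounts. The deposited values are these counts, without normalization. The paper's text does not name a strand setting, a rule for reads with several alignments or a filter on low counts, so counts of genes that overlap or have close copies are uncertain. Between 22307445 and 35480715 reads were counted on genes in control females (median 29685090), between 19092067 and 29252770 in nPM females (median 28694048), between 28026459 and 38663408 in control males (median 28290787) and between 31189000 and 37378472 in nPM males (median 35153717). Mitochondrial ribosomal RNA genes held from 9.16% to 13.3% of a sample's counts. A count of 0 allows up to 3 counts, or 0.0776 to 0.157 CPM (counts scaled to the total of a sample) at these depths, and this floor covers counting error alone. The counts were normalized by TMM, and genes were kept by edgeR's filterByExpr over the 4 groups, which left 19797 genes. Log2 expression (log2 CPM, with 0.5 added to each count) was fitted by limma-voom with empirical Bayes moderation, the test named in the paper's methods, at the paper's threshold of 0.005 for p. The p-values are two-sided, and adjusted p-values are Benjamini-Hochberg values over the 19797 genes. Positions are those of mm10.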

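With sex as a covariate, limma's moderated test gave 28 genes with p under 0.005, of which 13 were higher and 15 lower after gestational nPM. Without the filter on low counts, the alternative that moved this number most, 71 genes passed. The log2 fold changes of the 28 genes were between 0.16 and 2.20 in size, and 12 of the 28 genes had a mean of under 50 counts per sample. The 10 genes that Fig. 1d lists for both sexes all passed the threshold, and 9 of them were among the 10 genes with the smallest p. Egfl6 (ENSMUSG00000000402.2, chromosome X, 166523007 to 166585720) had the smallest p. Its log2 expression was 1.04 ± 0.23 (SD, n = 5) in control females, 1.61 ± 0.29 in nPM females, 1.23 ± 0.34 in control males and 1.68 ± 0.08 in nPM males. The log2 fold change of Egfl6 was 0.50 (SE 0.12, limma p = 0.000312, adjusted p = 1.00), and exact permutation tests gave p = 0.00794 in females, the smallest value that 5 samples against 5 allow, and p = 0.0159 in males. Ppp1r17 (ENSMUSG00000002930.6, chromosome 6, 56017497 to 56032689) fell by 1.52 on the log2 scale (SE 0.37, limma p = 0.000507, adjusted p = 1.00; exact permutation p = 0.00794 in females and 0.0159 in males), from counts of 1 to 73 per sample. Cyp4f15 (ENSMUSG00000073424.9, chromosome 17, 32685627 to 32703352) fell by 0.34 (SE 0.084, limma p = 0.000542, adjusted p = 1.00; exact permutation p = 0.00794 in females and 0.135 in males). Mir9-1 (ENSMUSG00000106493.1, chromosome 3, 88215598 to 88215686) was higher by 0.82 (SE 0.20, limma p = 0.000613, adjusted p = 1.00; exact permutation p = 0.0397 in females and 0.0159 in males), from counts of 10 to 51 per sample. Its 89 bases lie inside the gene Gm3764 on the same strand and inside Gm25641 on the opposite strand. With each of the 20 samples left out in turn, these 4 genes kept their direction and a p under 0.005 in all 20 fits.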

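After Benjamini-Hochberg adjustment, 0 genes had an adjusted p under 0.05 in limma's test with both sexes, in males or in females. The smallest adjusted p was 1.00 with both sexes, 0.963 in males and 0.603 in females. An unadjusted p under 0.05 was found for 416 genes (2.10%) with both sexes, 848 genes (4.28%) in males and 393 genes (1.99%) in females. At p under 0.005, 99.0 genes are expected by chance in each fit, which is more than the number that passed with both sexes.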

No DEGs were detected at the 5% FDR rate. The identified genes included immune functions (IL17A signaling); metabolism of estrogen, fatty acids, and neurotransmitters (dopamine, histamine). The upstream regulators of these changes include Socs6 (suppressor of cytokine signaling 6, feedback regulator of cytokine signal transduction), IRF4 (interferon regulatory factor 4, interferon-gamma signaling), and P53 (TP53, tumor suppressor gene).

**Fig. 1:**
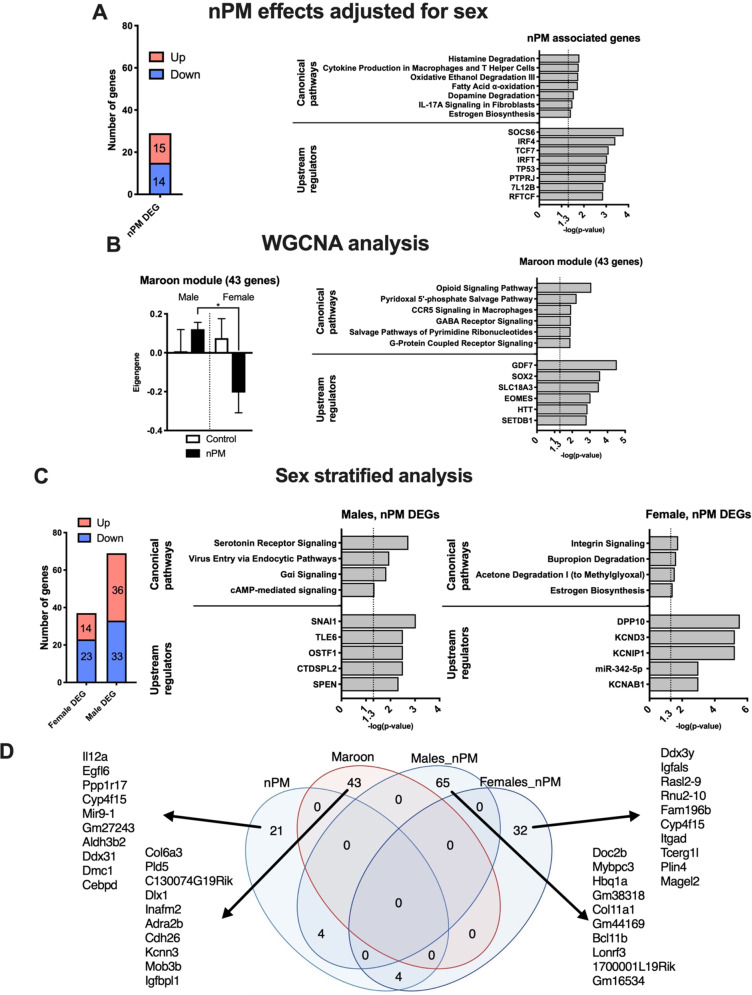
Gestational exposure to nPM caused long-lasting hippocampal transcriptional changes. **a** Number of differentially expressed genes (DEGs) and Ingenuity Pathway Analysis of the gene set in the hippocampus of 19-weeks-old mice gestationally exposed to nPM. The nPM effects were studied at *p* < 0.005 after adjustment for sex differences. **b** WGCNA identified one module associated with nPM. **c** Sex-stratified differential expression analysis of nPM effects in the hippocampus. **d** Venn diagram of the identified gene sets. The top ten genes of each analysis are listed on the figure. *N* = 5/group/sex.

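Of the genes of a co-expression module that Fig. 1d calls Maroon, the 10 named there were examined: Col6a3, Pld5, C130074G19Rik, Dlx1, Inafm2, Adra2b, Cdh26, Kcnn3, Mob3b and Igfbpl1. The paper's text does not name the other members, and the study chose these genes on the same samples. Their eigengene, the first principal component of their standardized log2 expression, held 78.7% of their variance, with positive loadings for all 10. It was 0.25 ± 3.04 (SD, n = 5) in control males, 1.55 ± 1.13 in nPM males, 0.79 ± 2.67 in control females and -2.59 ± 2.72 in nPM females. The nPM effect was 1.31 in males (exact permutation test, p = 0.389) and -3.38 in females (exact permutation test, p = 0.0873), so neither was larger than the spread between samples allows. The difference between these effects was 4.69, with a two-sided p = 0.0500 from 100000 permutations of exposure within sex and p = 0.0511 over all 63504 groupings, an enumeration added after the first value was seen. With RLE normalization in place of TMM it had a p of 0.0494 from the same permutations. No enumeration was made there, so its side of 0.05 is not settled. Without nPM female 1 the difference was 5.84, with a permutation p of 0.0146. This was the largest difference of the 20 fits that each left out 1 sample, most of which were not past 0.05. After nPM, the eigengene was higher in males than in females by 4.15 (exact permutation test, p = 0.0317), and in controls the same comparison gave -0.54 (exact permutation test, p = 0.794). These comparisons between the sexes were added after the eigengene values were seen. How much neighboring tissue each dissected hippocampus held is not known. Col6a3 (ENSMUSG00000048126.16, chromosome 1, 90765923 to 90843971) had a log2 fold change of 0.95 (SE 0.41, limma p = 0.0372, adjusted p = 0.963, exact permutation p = 0.0873) in males and -1.32 (SE 0.58, limma p = 0.0403, adjusted p = 1.00, exact permutation p = 0.0873) in females. The difference between the sexes in Col6a3 was 2.28 (SE 0.77, limma adjusted p = 0.987), with the smallest unadjusted interaction p of the 10 genes, 0.00738. The nPM effect was higher in males than in females for all 10 genes, by 0.40 to 2.28 on the log2 scale, with an unadjusted p under 0.05 for 3 of them and under 0.005 for 0.

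**Figure D1:**
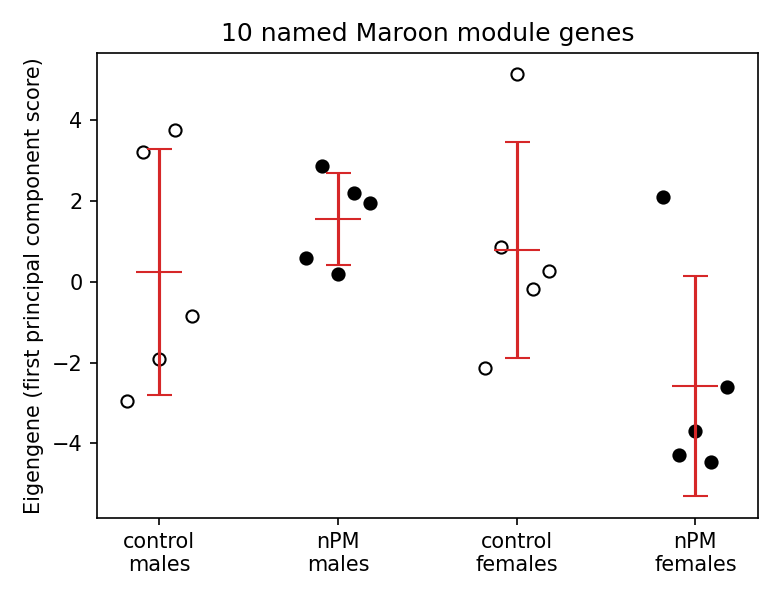
Eigengene of the 10 named Maroon genes (first principal component score, y axis) by group. Open circles are controls, filled circles are nPM samples, and red bars give the mean and SD of 5 samples. Means are 0.25 and 1.55 in control and nPM males and 0.79 and -2.59 in control and nPM females, with SDs from 1.13 to 3.04.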

Weighted gene co-expression analysis (WGCNA) identified a module of 43 genes with divergent sex responses to nPM (Fig. 1b). This module involved some nervous system pathways (e.g., opioid and GABA receptors), chemotaxis (e.g., G-coupled receptor and CCR5 signaling), and metabolism (e.g., pyridoxal 5′-phosphate salvage pathway). The regulators of this module include GDF7 (growth differential factor 7, a secreted ligand of TGFB family), and SOX2 (SRY-Box transcriptional factor 2, a mediator of brain stem cell maintenance).

Sex-specific effects of gestational nPM exposure were identified by data stratification. 

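The difference between the nPM effects in males and females was tested itself, as the interaction of sex and exposure in 1 limma-voom fit of the 4 groups. It gave 43 genes with p under 0.005, for 30 of which the effect was higher in males and for 13 lower. Without the filter on low counts, 149 genes passed. An adjusted p under 0.05 was found for 0 genes (smallest adjusted p 0.413, limma), and an unadjusted p under 0.05 for 751 genes (3.79%). Slc25a24 (ENSMUSG00000040322.10, chromosome 3, 109123149 to 109168457), a mitochondrial carrier, had 3.19 ± 0.75 CPM (SD, n = 5) in control males, 1.89 ± 0.29 in nPM males, 2.10 ± 0.26 in control females and 2.52 ± 0.50 in nPM females. Its interaction was -1.06 on the log2 scale (SE 0.24, limma p = 0.000323, adjusted p = 0.987; exact permutation p within a sex 0.00794 in males and 0.0794 in females), and stayed past the threshold in all 20 fits that each left out 1 sample.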

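Fitted in each sex separately, limma-voom gave 41 genes with p under 0.005 in males, 24 higher and 17 lower after nPM, and 18 in females, 5 higher and 13 lower. The number in males was 2.28 times that in females. The DESeq2 Wald test gave 113 genes in males, and 75 genes passed in females without the filter on low counts. In 1 fit of the 4 groups, the balance in females was the opposite, with 15 higher and 9 lower. Without nPM male 4 the number in males was 78, and without nPM male 5 it was 23. Without nPM female 4 the number in females was 48, so that the ratio was 0.854, and without nPM female 5 it was 10. Of the 10 genes that Fig. 1d lists for males, the 5 past the filter on low counts all had p under 0.005. The other 5, Mybpc3, Hbq1a, Gm38318, Gm44169 and Gm16534, were below the filter and had p under 0.005 when every gene with at least 1 count was tested. Doc2b (ENSMUSG00000020848.7, chromosome 11, 75768966 to 75796049) had the smallest p in males. It overlaps Gm12339 on the opposite strand. Its expression was 31.6 ± 3.02 CPM (SD, n = 5) in control males, 47.2 ± 6.16 in nPM males, 56.8 ± 7.70 in control females and 56.5 ± 9.01 in nPM females. The log2 fold change of Doc2b was 0.54 in males (SE 0.094, limma p = 0.000100, adjusted p = 0.963, exact permutation p = 0.00794) and 0.02 in females (SE 0.12, limma p = 0.844), with an interaction p of 0.00359. Without nPM female 5 the interaction p of Doc2b was 0.0111 (limma). Bcl11b (ENSMUSG00000048251.15, chromosome 12, 107910403 to 108003602) was higher by 0.37 in males (SE 0.084, limma p = 0.000811, adjusted p = 0.963, exact permutation p = 0.00794), with an interaction p of 0.0332. Doc2b and Bcl11b kept a p under 0.005 in all 10 fits that each left out 1 male.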

Males had almost twofold more DEGs (69 vs. 37) than females (*p* < 0.005, Fig. 1c). Male DEGs were involved in G-coupled protein receptor signaling (e.g., serotonin receptor, and Gai), endocytosis, and cAMP-mediated signaling. In contrast, female DEGs were related to integrin signaling and estrogen biosynthesis. 

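Of the 10 genes that Fig. 1d lists for females, the 8 past the filter on low counts had p under 0.005, while Igfals and Rasl2-9 were below the filter and passed when every gene with at least 1 count was tested. The smallest p in females was that of ENSMUSG00000106106.2, a ribosomal RNA gene without a symbol on chromosome 17 (39846353 to 39848827) that overlaps Gm42418 and AY036118. Its log2 fold change was 0.92 (SE 0.15, limma p = 3.19e-05, adjusted p = 0.603, exact permutation p = 0.00794), in libraries from which ribosomal RNA had been depleted. In 1 fit of the 4 groups its p was 0.0062 (limma), above the threshold. Rnu2-10 (ENSMUSG00000065944.1, chromosome 11, 101658238 to 101658428), a small nuclear RNA of 191 bases, fell by 2.84 on the log2 scale in females (SE 0.68, limma p = 0.0012, adjusted p = 1.00, exact permutation p = 0.0397). Its p was under 0.005 in 7 of 11 alternatives, with the largest, 0.0462, from the DESeq2 Wald test, and in 8 of the 10 fits that each left out 1 female, with the largest, 0.00571, without nPM female 5. Itgad (ENSMUSG00000070369.13, chromosome 7, 128154376 to 128223816), an integrin subunit, fell by 1.22 in females (SE 0.31, limma p = 0.00193, adjusted p = 1.00, exact permutation p = 0.00794), with an interaction p of 0.00488 that was 0.0144 without nPM female 5. Itgad overlaps 5 other annotated genes. Its p in females stayed under 0.005 in 10 of 12 alternatives and in 7 of the 10 fits that each left out 1 female, with the largest, 0.00802, without nPM female 3. Ddx3y (ENSMUSG00000069045.11, chromosome Y, 1260771 to 1286629), which Fig. 1d lists for females, is a Y-linked gene with the X-linked copy Ddx3x. Control females had 0 to 1 counts of Ddx3y per sample and nPM females 2 to 7, against 3435 to 5525 in males. All control females were under the floor of 3 counts, as was the lowest of the nPM females, with 2. The mean CPM of nPM females was 1.98 times the floor in control females. No counting error was allowed for in nPM females, so this is not a lower bound. An exact permutation test on log2 expression gave p = 0.00794. Summed over Ddx3y, Uty, Kdm5d and Eif2s3y, which are all Y-linked, nPM females had 60 counts and control females 7, which in CPM is 0.173% of the level in males. Without Ddx3y, whose difference prompted this comparison, they had 34 and 6 (exact permutation test on CPM, p = 0.0317).

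**Figure D2:**
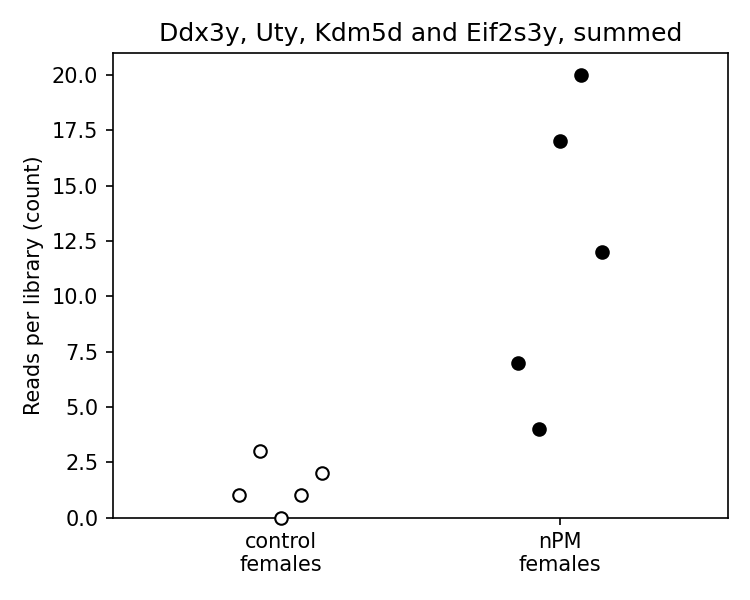
Counts per library summed over Ddx3y, Uty, Kdm5d and Eif2s3y (y axis) in control females (open circles) and nPM females (filled circles). Each circle is 1 of 5 libraries per group. Control females have 0 to 3 counts and nPM females 4 to 20. Ddx3y, whose difference prompted the comparison, holds 26 of the 60 counts of nPM females.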

Top potential regulators of these DEGs were zinc finger protein SNAI1 in males and dipeptidyl peptidase like 10 (DPP10) in females.

The four identified gene sets had low overlap (Fig. 1e). Thus, each statistical approach captured a specific aspect of nPM effects, and altered expression of 153 genes in a sex-specific manner. These genes were further analyzed for association with phenotypic changes.

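Among the 3 sets of genes with p under 0.005, 9 of the 78 genes were in more than 1 set, or 11.5%. The sets for both sexes and for males shared 4 genes, which were Gm27243, Bcl11b, 1700001L19Rik and Dsc3. The sets for both sexes and for females shared 5 genes, which were Irf5, Ppp1r17, Rnu2-10, Cyp4f15 and ENSMUSG00000106106.2. Dsc3 and Irf5 are named after their values were seen. The sets for males and females shared 0 genes. The fit of both sexes uses the same libraries as the fits within a sex, so some sharing arises without any effect of nPM. In 100 regroupings of exposure within sex the median share was 8.37%.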

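Of the 41 genes with p under 0.005 in males, 16 moved in the same direction in females, 1 had p under 0.05 there, and 7 had an interaction p under 0.005. Of the 18 genes in females, 13 moved in the same direction in males, 1 had p under 0.05 there, and 3 had an interaction p under 0.005. The median size of the log2 fold change of the male genes was 0.57 in males and 0.15 in females, and that of the female genes was 0.90 in females and 0.14 in males. These medians are on genes chosen for their size in 1 sex. From the low overlap of its gene sets, the paper concludes that each statistical approach captured a specific aspect of nPM effects.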

### Adult brain, behavioral, and systemic responses to gestational nPM exposure

Depressive behavior of adult offspring was assessed by the forced swim assay at 11–13 weeks of age (Fig. 2a). Only the nPM exposed males showed depressive behavior, with ~50% shorter time to first immobility and ~50% longer total time of immobility than females (Fig. 2b). Neurogenesis was decreased 80% by gestational nPM (EdU+NeuN+) in the dentate gyrus of young adult males at 19 weeks of age (Fig. 2c). Astrogenesis (Edu+GFAP+) was not altered (data not shown).

**Fig. 2:**
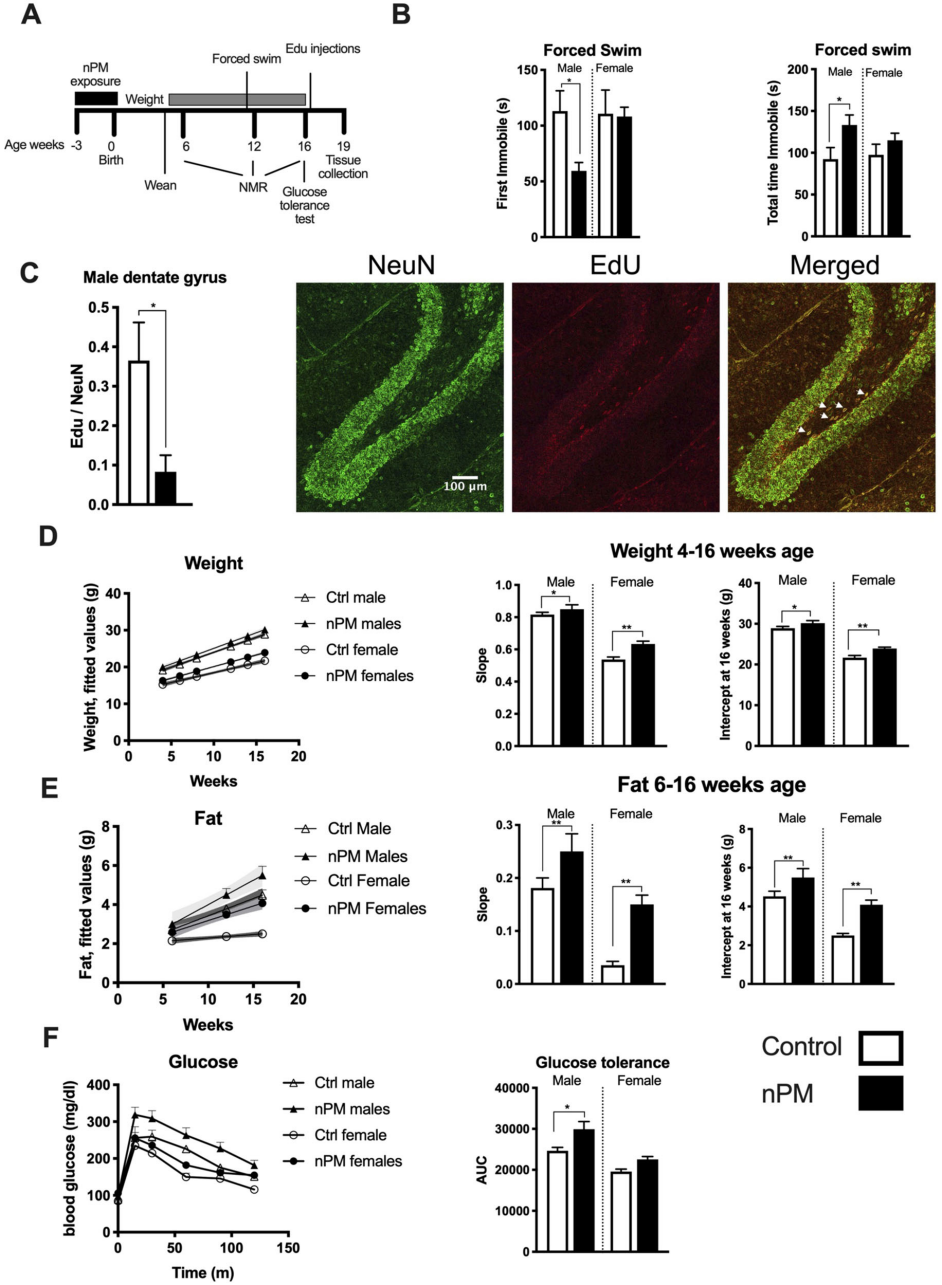
Gestational exposure to nPM caused long-lasting behavioral and systemic changes in young adult mice. **a** Experimental schedule. Following gestational exposure, assessments started after weaning in week 4. NMR: nuclear magnetic resonance. **b** Forced swim test evoked depressive behaviors only in male young adult mice. **c** Neurogenesis was decreased by 70% in the dentate gyrus of male mice (*t*-test). Representative images of NeuN/Edu colocalization in dentate gyrus. Gestational exposure to nPM cause **d** weight and **e** fat gain during development and adulthood of both sexes. The slope and intercept at week 16 of weight and fat were calculated by the mixed effect model including the random effects of the mice in each group. **f** Glucose tolerance test showed increased insulin resistance in male mice after gestational exposure to nPM. Statistical analysis for outcomes with four groups was done by ANOVA with multiple comparisons at a 5% FDR rate. *p < 0.05, **p < 0.01. *N* = 7–17/group/sex.

Both sexes showed increased post-natal growth (Fig. 2d) and adiposity (Fig. 2e) from gestational nPM. Although females had lower baseline weight and fat than males, gestational nPM exposure caused greater weight and fat gain in females (weight: 10% F, 4% M; fat: 60% F, 20% M). Only male mice had increased insulin resistance (20%) from gestational nPM (Fig. 2f).

### Hippocampal transcriptional changes associated with phenotypic changes

The identified 153 responding genes (based on WGCNA and differential expression analysis of total and stratified data) were evaluated for possible associations with phenotypic changes at a 5% FDR rate, using linear modeling and sex as a covariate. Only the level of microRNA9-1 (miR9-1) was associated with all phenotypic changes including the forced swim effect (Fig. 3a).

**Fig. 3:**
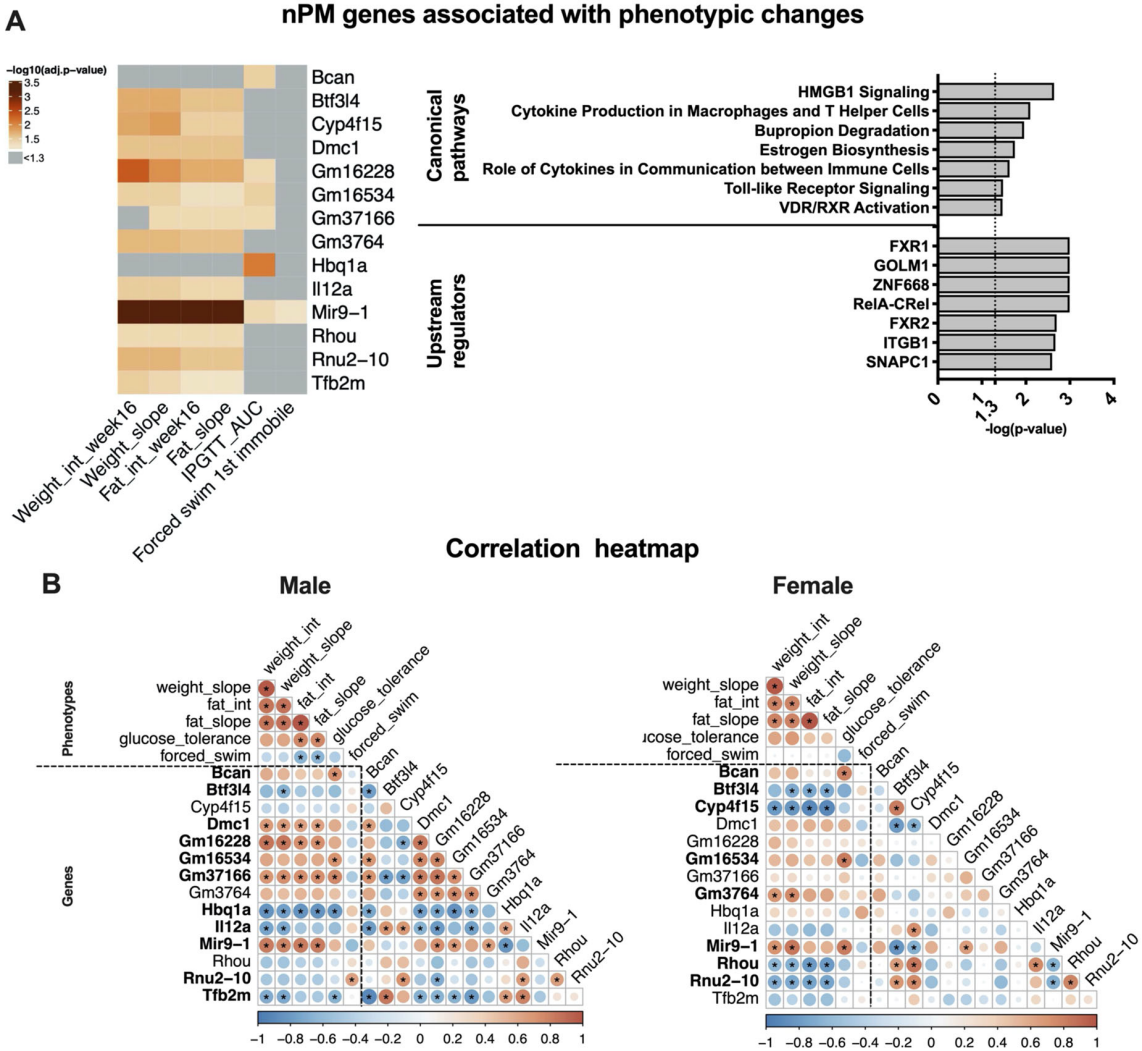
Hippocampal transcriptional changes are associated with long-lasting phenotyping effects of gestational nPM exposure. **a** A subset of 14/153 nPM DEGs was associated with different phenotypes in young adult male and female mice. The models were adjusted for sex differences. The heatmap represents the −log10 (FDR adjusted *p*-values) of the associations. **b** Pearson correlation heatmaps of the measured phenotypes and gene expression changes in male and female mice. *p < 0.05. Bolding indicates at least one significant correlation of gene expression with a phenotype.

Glucose intolerance was associated with *Brevican* (Bcan chondroitin sulfate/dermatan sulfate metabolism) and *Hbq1a* (hemoglobin subunit theta 1, iron and oxygen-binding). Weight and fat gain were associated with a shared set of genes including *Il12a* (atypical autism), and *Rhou* (Ras homology family member U, innate immunity). These two genes are parts of the high mobility group box 1 (HMGB1) signaling pathway.

IPA analysis of the 14 identified genes associated with the phenotypic changes enriched immune pathways such as HMGB1 and TLR4 pathways (Fig. 3a). Upstream regulators of these changes included NFKB complex (RELA-CREL), a transcriptional factor of inflammation.

Phenotypes and gene expression changes showed a sex-specific correlation (Fig. 3b; Supplementary Fig. S3). Although weight and fat were correlated in both sexes, the forced swim and glucose tolerance were correlated with fat gain only in males. A subset of 11 genes in males and 8 in females was correlated with all phenotypes (bold in Fig. 3b). Examples of genes with sex-specific phenotypic correlation with changes include *Hbq1a* in males and *Cyp4f15* in females.

### HMGB1 signaling is targeted by nPM

We further examined the HMGB1 pathway as the top canonical pathway that was associated with the chronic phenotypic changes of gestational nPM exposure. HMGB1 signaling is upstream of TLR4-mediated inflammation, and thus includes many genes in the TLR4 signaling pathway. 

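The paper's text does not name its set of HMGB1 signaling genes. A list of 91 genes of this pathway was therefore written from general knowledge before the data were examined, and 79 of them passed the filter on low counts. It holds Il12a and Rhou, which the study picked on these samples. Of these 79 genes, 36 were higher and the others lower after nPM with both sexes, and 4 had p under 0.05 in limma's test. An adjusted p under 0.05 was found for 1 gene, Il12a, when adjusted over the list alone, and for 0 genes when adjusted over all genes tested. The first 4 principal components of the 79 genes held 27.0%, 18.0%, 10.3% and 8.18% of their variance. The nPM difference within sex had p = 0.206, 0.750, 0.248 and 0.857 for these components, from permutation tests with 100000 permutations within sex, and adjusted p = 0.495, 0.857, 0.495 and 0.857. Of 1000 random sets of 79 genes with similar expression, 17.0% had a smallest p at or under that of the list. Only 0.2% of these sets had a component with p under 0.05. Sets of this kind thus rarely pass in these samples, and the p-values of the list do not decide on the paper's component.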

By principal component analysis (PCA) of 158 genes in HMGB1 signaling, gestational nPM exposure was negatively associated with HMGB1 PC3, which explained 10% of expression variance in this pathway (Fig. 4a). 

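Il12a (ENSMUSG00000027776.12, chromosome 3, 68690644 to 68698547) was counted 3 to 34 times per sample. Its log2 expression was -0.52 ± 0.52 (SD, n = 5) in control males, -1.46 ± 0.41 in nPM males, -1.08 ± 0.69 in control females and -2.33 ± 0.51 in nPM females. With both sexes, Il12a had a log2 fold change of -1.06 (SE 0.25, limma p = 0.000385, adjusted p = 1.00), a fall of 51.9%, and exact permutation tests gave p = 0.00794 in males, the smallest that 5 samples against 5 allow, and p = 0.0238 in females. Across the 20 fits that each left out 1 sample, the log2 fold change was between -1.15 and -0.95, with p under 0.005 in each. Rhou (ENSMUSG00000039960.5, chromosome 8, 123653929 to 123663884), which overlaps Gm20388 on the same strand, had log2 expression of 5.57 ± 0.10 (SD, n = 5) in control females and 5.27 ± 0.11 in nPM females. Its log2 fold change in females was -0.29 (SE 0.079, limma p = 0.00317, adjusted p = 1.00), a change of -18.1%, and an exact permutation test gave p = 0.00794. The p was under 0.005 in 10 of 12 alternatives, with the largest, 0.0106, in 1 fit of the 4 groups. It stayed under 0.005 in 3 of the 10 fits that each left out 1 female, and was largest, 0.0112, without nPM female 5. In males Rhou had a log2 fold change of -0.08 (SE 0.12, limma p = 0.514, exact permutation p = 0.611), and the difference between the sexes was not larger than the spread between samples allows (interaction p = 0.157, limma).

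**Figure D3:**
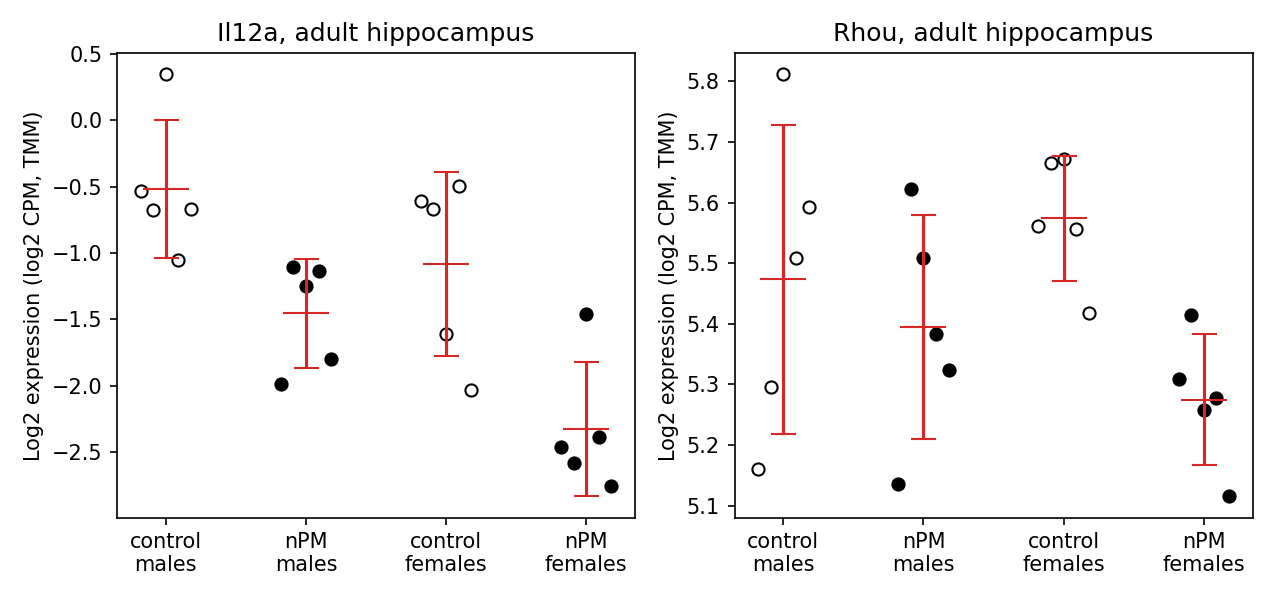
Log2 expression (log2 CPM after TMM normalization, y axes) of Il12a and Rhou by group. Open circles are controls, filled circles are nPM samples, and red bars give the mean and SD of 5 samples. Il12a is lower on average after nPM in both sexes, and Rhou falls from a mean of 5.57 to 5.27 in females.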

Genes downregulated by gestational nPM exposure included *Il12a* (>−200%) and *Rhou* (−100% in females).

**Fig. 4:**
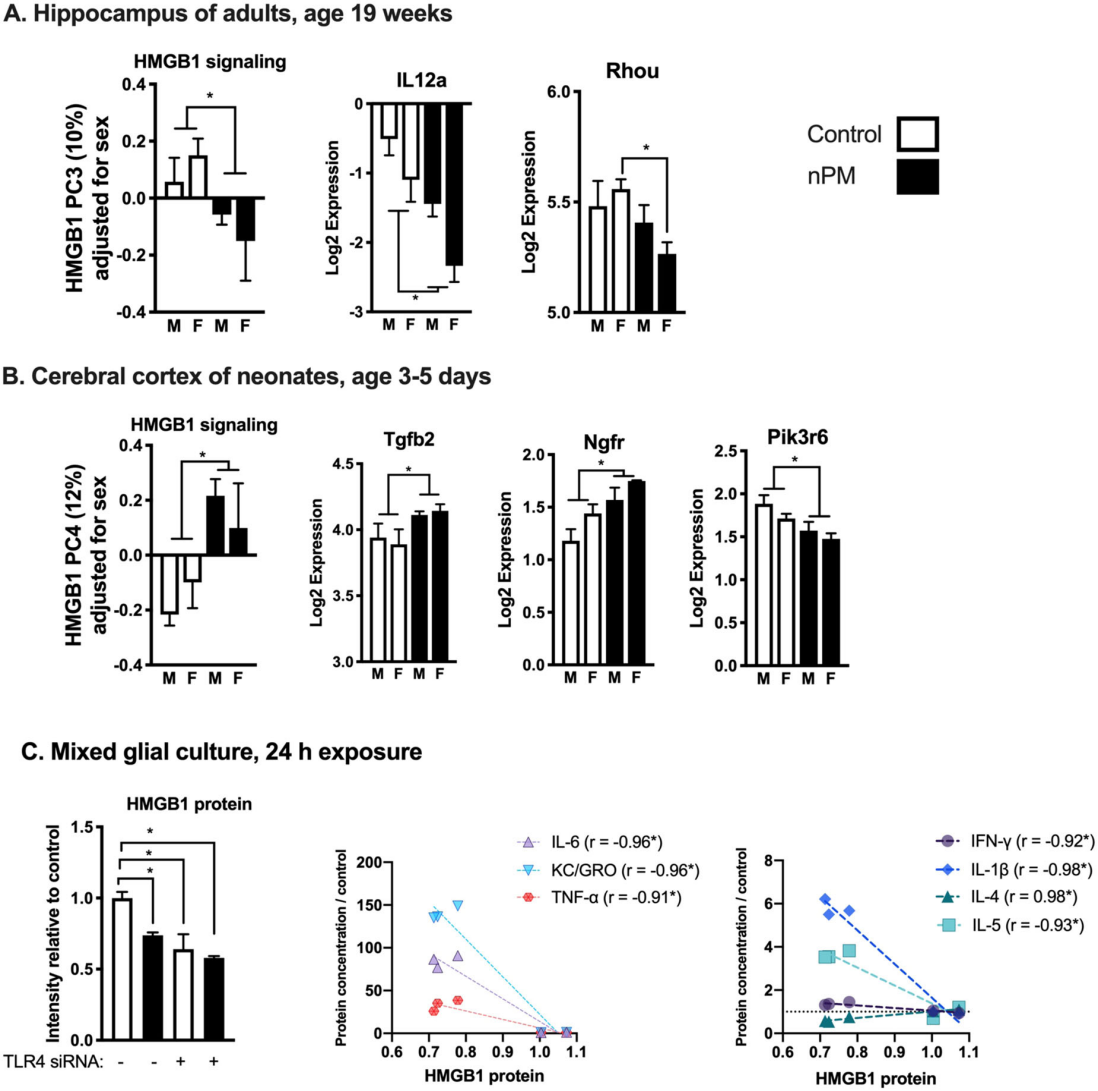
Gestational exposure to nPM alters HMGB1 signaling from early development into adulthood. **a** Principal component analysis and representative changes in 158 genes from HMGB1 signaling pathway in the hippocampus of young adult mice gestationally exposed to nPM. **b** Changes in HMGB1 signaling and some representative genes in the cerebral cortex of neonates that are gestationally exposed to nPM. Principal component analysis of 158 genes from the HMGB1 signaling pathway showed nPM is associated with changes in PC4 of the neonate cerebral cortex. **c** HMGB1 is among the initial responses in rat mixed glial culture after exposure to 10 μg/ml nPM for 24 h. HMGB1 response was TLR4 dependent, shown by siRNA knockdown (*N* = 3 per group, representative of two independent experiments). *FDR adjusted *p*-value < 0.05. The decrease of HMGB1 protein was correlated with the increase of inflammatory cytokines: (IL6, KC/GRO, TNFα, IL1ß, IL5) and decrease of IL4. The correlation analysis did not include groups with TLR4 knockdown. *p < 0.05.

To further analyze responses of HMGB1 pathway to gestational nPM exposure, we used another RNA-seq data set (NCBI Geo, GSE142453) generated from the cerebral cortex of the neonates at age 3–5 post-natal days that were siblings of the young adult offspring described in this report. In neonates, exposure to nPM was associated with changes in the cerebral cortex HMGB1 PC4 that explained 12% of the variance in the expression of these 158 genes (Fig. 4b). Gene responding to nPM neonates included *Tgfb2*, +20% (development and immunity); *Ngfr*, +50% (nerve growth factor receptor); and *Pik3r6*, −50% (phosphoinositide-3-kinase gamma adapter, inflammation).

As an in vitro model, we examined responses of the HMGB1 protein in mixed glia (Fig. 4c). Exposure to 10 μg/ml nPM for 24 h, caused 25% decrease in HMGB1 protein. The decrease of HMGB1 protein was correlated with increase of proinflammatory cytokines (KC/GRO, 150 -fold, IL6, 100- fold, TNFA, 25-fold, IL1B, 6-fold, IL5, 4-fold), and 50% decrease of IL4 (an anti-inflammatory cytokine).

Previously, we showed that TLR4 knockdown partially reduces proinflammatory responses of nPM in mixed glia^34^. These further data show that TLR4 knockdown decreased the basal HMGB1 levels, and attenuated nPM response (Fig. 4c), which further links HMGB1 to proinflammatory responses of nPM.

## Discussion

Novel hippocampal transcriptomic responses were identified for gestational air pollution exposure in a mouse model. The changes included immune responses and metabolic pathways related to biosynthesis of dopamine, estrogen, and fatty acid oxidation. These differences paralleled the male excess in phenotypic changes, including depressive behavior and insulin resistance resulting from gestational nPM exposure. We identified a set of genes mainly related to immune responses (e.g., HMGB1 signaling) that were associated with behavioral and metabolic changes. Further analysis revealed that HMGB1 signaling is among the initial response to nPM in the cerebral cortex of neonates PND 3–5 and mixed glial culture.

Gestational nPM affected 29 DEGs related to immune responses, including IL17a signaling and dopamine clearance in the hippocampus of 19-week-old adults. These pathways are shared with transcriptional changes at earlier ages in prior reports^20,21^. Moreover, dopaminergic and inflammatory changes are among adult effects of gestational exposure to PM0.2, PM2.5, and diesel exhaust PM0.2 in mice or rat offspring^12,14,35,36^. Our study extended these findings by identifying new transcriptomic changes with potential upstream regulators, e.g., IRF4 and TP53, for future analysis. These data further support the role of IL17A signaling as a link between ASD to gestational air pollution exposure. In a mouse model for ASD, social behavioral deficits were rescued by delivery of IL17A, but not other cytokines, to primary somatosensory cortex dysgranular zone^37^. In another study, continuous administration of IL17A throughout pregnancy led to a decreased cortical size, neocortical glial density, and a male-specific social approach deficit in adulthood^38^. Together, these data suggest an expanding role of IL17A signaling in the effects of air pollution on brain development and social behaviors.

Epidemiological and experimental studies concur in sex differences of gestational exposure to air pollution. The present study showed a male excess response in depressive behaviors, glucose dysregulation and DEG changes. The baseline sex differences in oxidative stress genes during embryonic and neonatal development may contribute to these divergent responses. For example, several genes related to xenobiotic metabolism (e.g., NRF2 components) are specifically suppressed in male late stage embryos (gestational day 19)^39^. While females have higher expression of some detoxifying enzymes at post-natal day 7.

Male-specific transcriptional responses of nPM included serotonin receptor signaling. Gestational exposure to diesel exhaust PM0.2 was associated with decreased serotonin in nucleus accumbens, amygdala, and hypothalamus, increased dopamine in prefrontal cortex and nucleus accumbens, and increased social isolation-induced territorial aggressive behavior in male mice at 12 weeks of age^14^. We observed male-specific depressive behavior, but did not assess territorial aggressive behavior. Selective serotonin reuptake inhibitors (e.g., SSRIs, SNRIs) are among the current antidepressant drugs in children and adolescents^40^. Thus, changes in serotonin receptor signaling may underlie the depressive behaviors in gestationally exposed mice.

A module of 43 genes showed divergent nPM responses by sex. These genes had functions in some neuronal pathways (e.g., opioid, GABA receptor, and G-coupled receptor signaling), and immune responses such as CCR5 signaling. Sex-specific responses of nPM in these pathways were unresolved in prior studies. EOMES, known as T-box brain protein 2 (TBR2), is a potential regulator of this gene module. The TBR2 protein is transiently expressed during embryonic subventricular zone neurogenesis: it regulates neuronal development including differentiation of upper cortical layer of neurons and also neurogenesis processes in adult dentate gyrus^41^. Developmental effects of nPM on EOMES/TBR2 might contribute to deficits of adulthood neurogenesis observed in males of the present study. Although logistics did not allow us to study females, another study of both sexes showed a male excess of neurogenesis after exposure to diesel exhaust PM0.2 during adulthood^42^. The sex-specific changes in EOMES/TBR2 from developmental exposure to nPM merit further study.

Systemic metabolic changes (e.g., weight and fat gain, and male-specific glucose dysregulation) were among the effects of gestational exposure to nPM. These results extended prior findings by us^19^ and others^15^. Gestation to adulthood exposure of mice to nPM caused male-specific increased food intake, gain in weight and fat, adiposity, glucose intolerance, and changes in expression of several hypothalamic neuropeptides and insulin receptors in adipose tissue^19^. Exposure to air pollution during adulthood alone can also impair glucose tolerance^43–45^, and fat gain^43^. The anti-inflammatory drug (IMD-0354, IKK2 inhibitor) given directly by intra-cerebroventricular administration in adult mice attenuated the observed glucose intolerance and fat gain^43,45^. This observation highlights the underlying role of hypothalamic neuroinflammation in the metabolic changes^43^. The present study identified a set of 14 genes in hippocampus that were associated with these systemic changes. The assessed phenotypes, including the depressive behavior, were inter-correlated, suggesting a shared regulatory mechanism.

*MicroRNA9-1* (*miR9-1*) was the only gene that positively correlated with both depressive behaviors and systemic metabolic changes in male and female mice. *miR9-1* is highly expressed in developing and adult vertebrate brain^46^, and regulates a large gene network involved in proliferation and differentiation of neural progenitor cell population in both embryo^47^ and adult^48^. Changes in *miR9-1* are reported in Alzheimer^49^, Huntington^50^, ALS^51^, Parkinson^52^, and several cancers including glioblastoma^53^. Moreover, *miR9-1* has sex-specific responses. Obese pigs had increased *miR9-1* in subcutaneous adipose tissue of both sexes, whereas in the liver, only males had increased miR9-1^54^. *miR9-1* also regulates several key transcriptional factors, such NF-κB1^55,56^, which is among the initial responses of nPM both in vitro and in vivo^34^.

HMGB1 signaling in the hippocampus was associated with nPM-mediated phenotypic changes. This pathway was also affected in the cerebral cortex of neonates, which exhibited downstream effects of upregulation in *Tgfb2*, *Ngfr*, and downregulation of *Pi3kg*. Notably, PI3KG was identified as a key regulator of IL17 cytokine production in both mouse and cell models^57^. As discussed earlier, IL17 signaling is a novel link between neuro-immunity and social behaviors in the autism spectrum disorders^37^. HMGB1 is a damage-associated protein that reacts with some pattern recognition receptors (e.g., TLR4) and initiates a wide range of inflammatory responses. TLR4 signaling is implicated in both gestational air pollution exposure and autism spectrum disorder^58–60^. In mixed glia, nPM induced a decline in intracellular HMGB1 protein and an increase of proinflammatory cytokines. TLR4 knockdown reduced the HMGB1 baseline, and eliminated the nPM HMGB1 and cytokine response^34^. TLR4 knockdown mouse also had a lower level of HMGB1 protein and inflammatory responses^61^. Thus, our study suggests that acute and chronic changes in HMGB1 and TLR4 signaling might underlie the systemic and behavioral effects of gestational exposure to nPM.

It is unknown how gestational exposure to air pollution causes long-lasting neurodevelopmental changes in offspring. Studies of several populations show that maternal exposure to air pollution affects placental weight and function^62,63^, causes systemic inflammation^64^, and alters cord blood insulin^65^. Air pollution has synergistic effects with maternal stress^66^ and cigarette smoke^67^, which suggest shared mechanisms of action^68^. It is also possible that PM is distributed to the fetus depending on the gestational stage, species, and placental structure^69^.

Regardless of the route of toxicity, interventions are needed to attenuate, or even prevent, the long-term damage. Recent rodent studies suggest modest protective effects against air pollution toxicity for some drugs and nutrient supplements (e.g., ascorbic acid^21^, pioglitazone^42^, probiotics^70^, IMD-0354^43^, and omega-3 fatty acids^71^). For example, 25% of the cerebral cortex DEGs of gestational CNP (carbon black nanoparticles) exposure was prevented by intraperitoneal injection of ascorbic acid in pregnant dams on days 5 and 9 of gestation^21^. These findings implicate oxidative stress and other acute responses in CNP toxicity^21^. Our study identified several phenotypic-specific targets (e.g., HMGB1, *miR9*, and IL17) for intervention studies.

Chemical and physical characteristics of PM warrant more attention in interpreting the toxicity findings. The current studies used nPM, a subfraction of PM0.2 that lacks polycyclic aromatic hydrocarbons and has lower levels of bulk transition metals. Although gestational exposure to nPM and total PM0.2 caused equivalent depressive behaviors in adult offspring, only total PM0.2 caused decreased glutamatergic mRNAs in their cerebral cortex, which may be attributed to PAHs^27^. The current study was on nPM, thus could lack some of the glutamatergic effects of gestational air pollution exposure. We chemically characterized the nPM used here for comparison with future studies. Unfortunately, chemical composition of the experimental PM is often not available in air pollution neurotoxicity research, which limits the reproducibility findings by different researchers.

In sum, our study identified several new potential mechanisms of gestational air pollution toxicity and the gene pathways associated with adult behavior and metabolic changes. These genes should be examined for gene–environment interactions of air pollution contributions to neurodevelopmental disorders.

## Supplementary information

Supplementary Data

## Data Availability

Data are publicly available at GEO NCBI (GSE147842).

# Supplementary material for: Adult mouse hippocampal transcriptome changes associated with long-term behavioral and metabolic effects of gestational air pollution toxicity
**Source:** Transl Psychiatry. 2020 Jul 7;10:218. doi: 10.1038/s41398-020-00907-1
**Supplement:** Supplementary file 1 — Supplementary Data

**Supplementary Data**

## **Adult mouse hippocampal transcriptome changes associated with long-term behavioral and metabolic effects of gestational air pollution toxicity**

**Running title: Adult mouse hippocampal transcriptome and phenotypic effects of gestational air pollution exposure**

**Authors:** Amin Haghani^1#^, Richard G. Johnson^1#^, Nicholas C. Woodward^1^, Jason I. Feinberg^2,3^, Kristy Lewis^4^, Christine Ladd-Acosta^3,5^, Nikoo Safi^1^, Andrew E. Jaffe^6^, Constantinos Sioutas^7^, Hooman Allayee^8^, Daniel B. Campbell^4&^, Heather E. Volk^3,5,9&^, Caleb E. Finch^1&^, Todd E. Morgan^1&^**^*^**

# Co-first authors

& Contributed equally

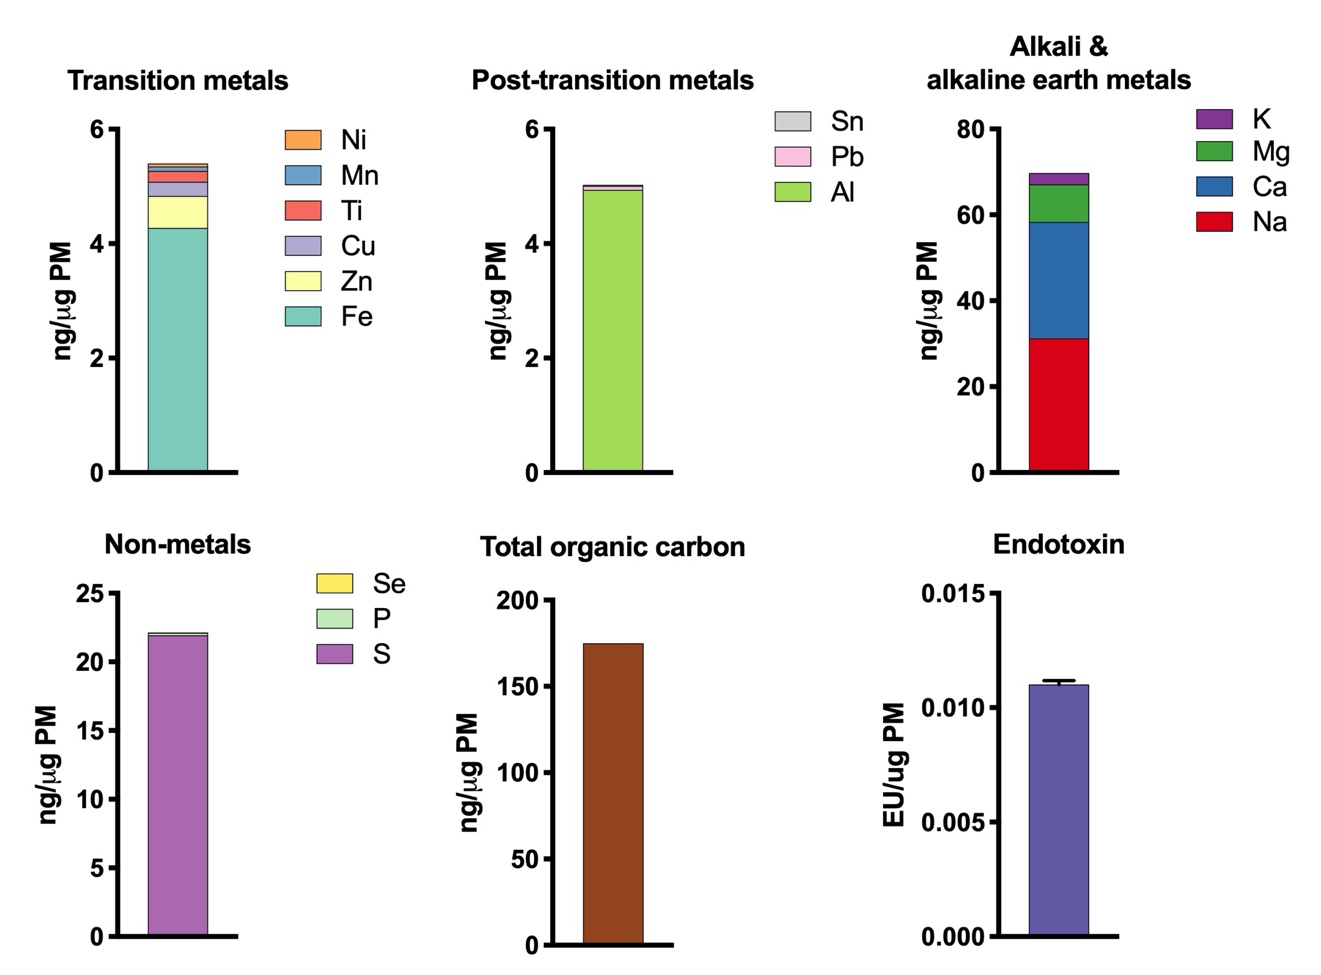

Figure S1. Chemical characterization of nPM samples used in the study.

Figure S2. Cellular toxicity of 10 μg/ml nPM in mixed glial culture after 24 h treatment. The cells were transfected with 30 pmol TLR4 siRNA or scrambled siRNA for 48 h, washed with PBS, then treated with nPM. Identical media changes were performed with the control, non-transfected cells.

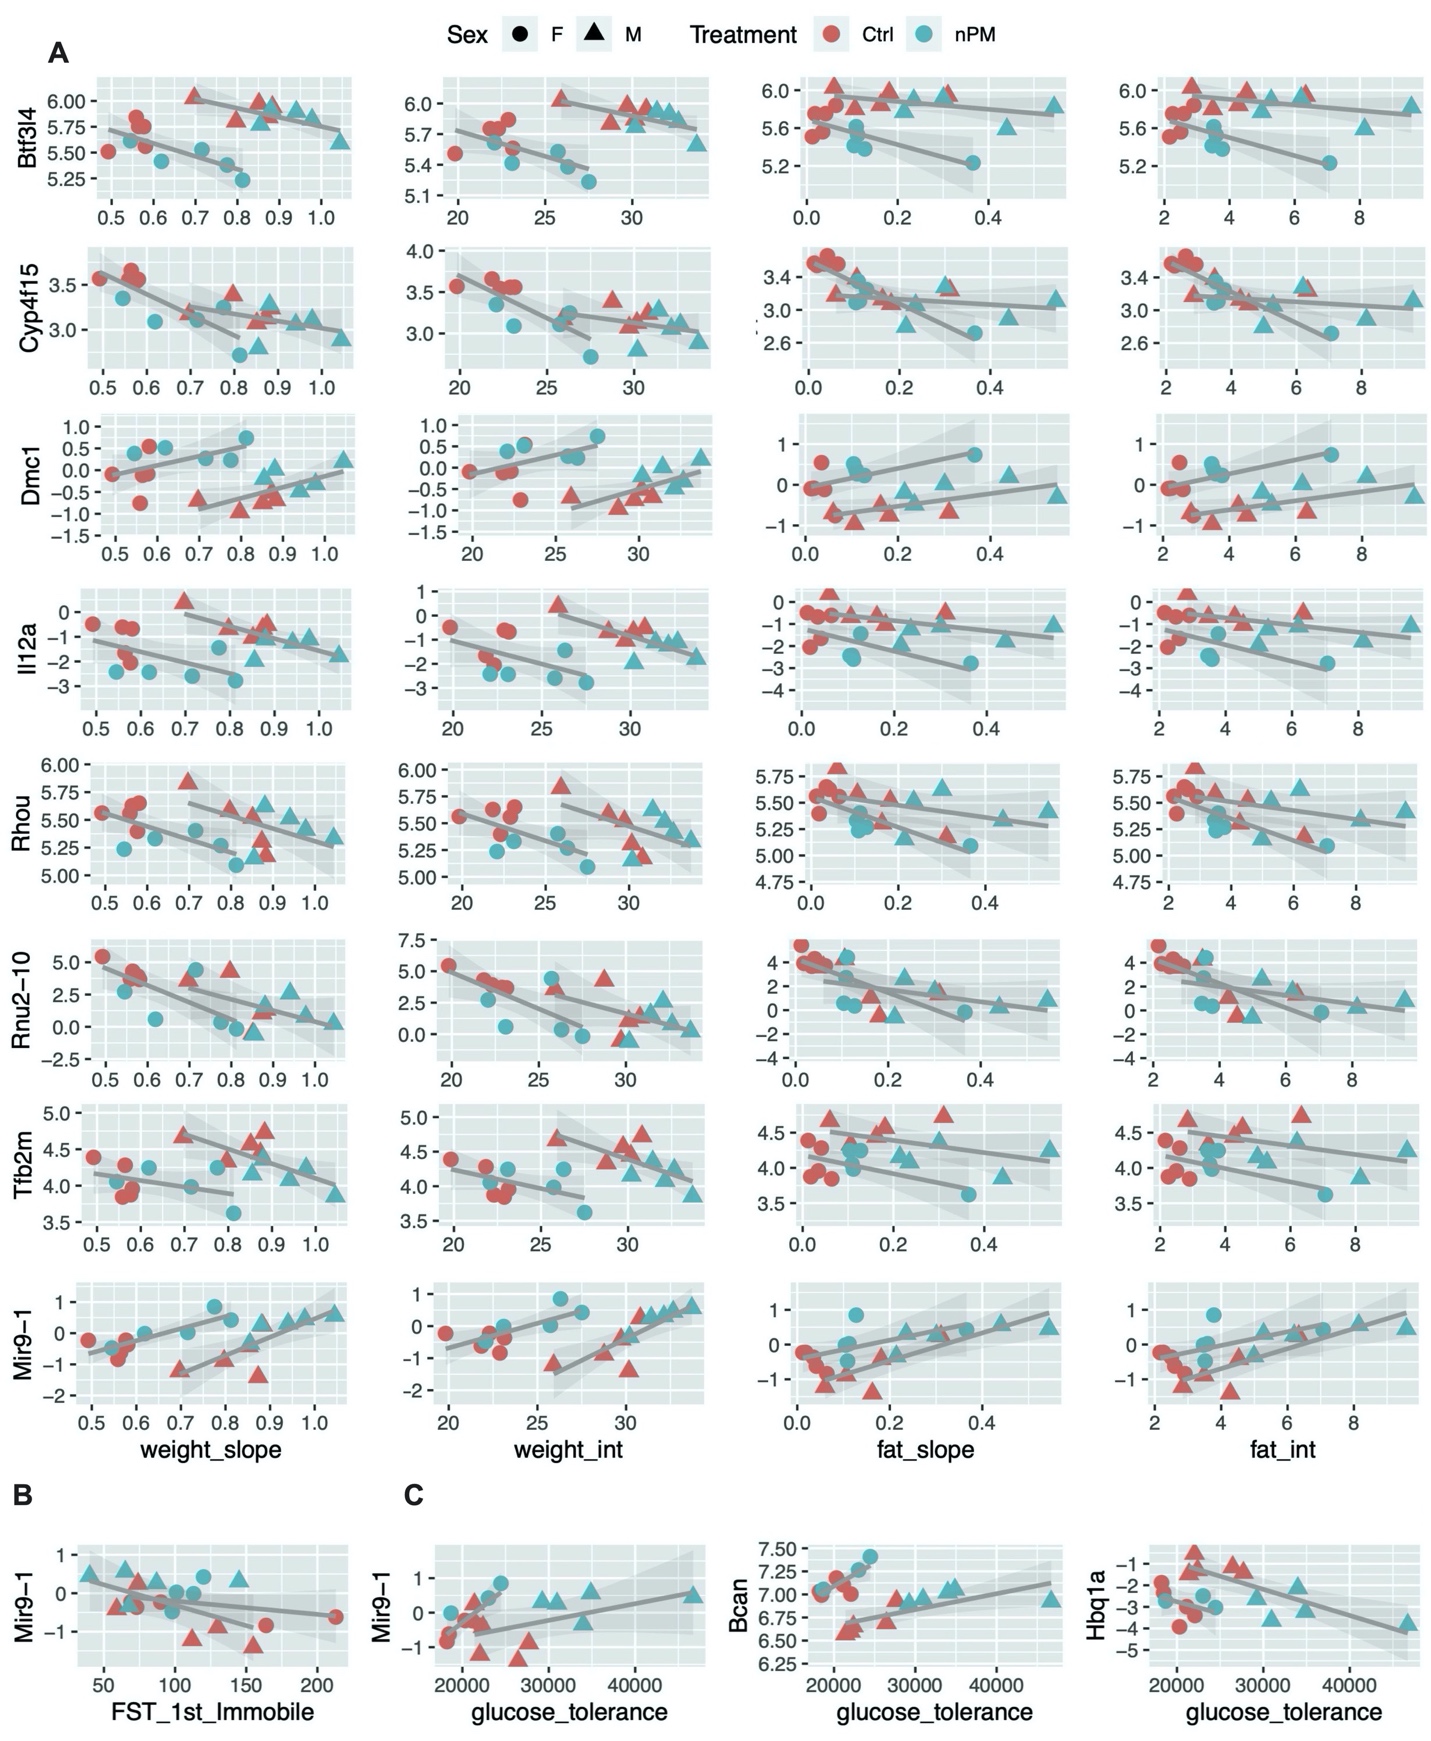

Figure S2. Gene expression associations with depressive behavior and systemic metabolic changes.

How the deposited data were processed for this re-analysis (not part of the article)

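RNA of the hippocampus from 20 young adult mice was measured by RNA-seq, with 5 samples from each of control females, nPM females, control males and nPM males. Sex, exposure and replicate number were taken from the sample labels and the paper's methods. The paper states that 5 samples per group and sex were selected at random. The neonatal cortex, the glial cultures, the behavior, the weights and the other phenotypes were not analyzed here, since the deposited files of this study hold none of their values.

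The authors depleted ribosomal RNA, sequenced the libraries, trimmed adapters where needed, aligned the reads to mm10 with HISAT2 and counted them per gene with featureCounts on Gencode version M11. They deposited whole-number counts for 48709 genes, without normalization. They also deposited a table of gene lengths and of the mean RPKM of each gene over the 20 samples. This mean was checked against the counts and differed by at most 5.09e-11. The RPKM values were used in no test. Symbols, classes and positions of genes were taken from the deposited table. An annotation of the later version M21, which uses the same mm10 build, was used only to look for exons under Mir9-1.

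Total counts per sample were between 19092067 and 38663408, with a median of 29468930. Counting noise therefore limits genes with few counts most, and a gene with 0 counts in a sample could have had up to 3. Averaged over genes, squared differences between pairs of samples of the same group were 14.2 to 77.5 times those of counting noise alone, over 40 pairs.

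From the counts, TMM factors were computed with edgeR 4.0.16 and were between 0.958 and 1.06. Genes were kept by filterByExpr over the 4 groups (a minimum count of 10 and a minimum total of 15), which left 19797 genes for every fit. limma-voom (limma 3.58.1, R 4.3.3) was fitted with an offset of 0.5 counts and empirical Bayes moderation. The fits were exposure with sex as a covariate in all 20 samples, exposure in males, exposure in females, and the interaction of sex and exposure. The threshold was p under 0.005, as in the paper, beside a Benjamini-Hochberg adjusted p under 0.05.

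Genes were chosen for the text by a rule set before the data were examined: the genes the paper names for the adult hippocampus, the 5 genes with the smallest p in each fit, and the sex marker genes Xist, Ddx3y, Uty, Kdm5d and Eif2s3y. Other genes, such as Dsc3, Irf5, Ttr, genes at the position of a chosen gene and the X-linked copies of the Y-linked markers, were named after the data were seen. The 10 named Maroon genes were summarized by their first principal component. WGCNA was not run. Ingenuity Pathway Analysis was not repeated, since its knowledge base is not available. The own HMGB1 list, a list of immature neuron and neurogenesis genes, a list of immediate early genes and lists of marker genes for 14 cell types and brain regions were tested by camera with an inter-gene correlation of 0.01. The 14 are astrocytes, blood, CA1, CA3, choroid plexus, dentate gyrus, endothelial cells, interneurons, meningeal fibroblasts, microglia, neocortex, oligodendrocytes, striatum and thalamus. All lists were written from general knowledge before the data were examined.

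Single values were compared by two-sided exact permutation tests within a sex, and the eigengene difference between the sexes by 100000 permutations of exposure within sex. Permutation tests first run with fewer permutations were rerun with 100000 after their first values had been seen. The eigengene tests that each left out 1 sample and the random gene sets used 10000. The fits across genes were repeated for 100 regroupings of exposure within sex. Alternatives were the edgeR quasi-likelihood test, the DESeq2 1.42.0 Wald test, RLE normalization, other filters, protein-coding genes, sample quality weights, robust moderation, age as a covariate, a replicate block, 1 fit of the 4 groups, a filter within the sex, and each sample left out in turn. Surrogate variables came from sva 3.50.0. Figures and tables were assembled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

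The fits were tested on simulated data with the means and library sizes of the real samples and 200 genes changed 2-fold. With both sexes, limma-voom recovered 176 of the 200 at p under 0.005 and 161 at an adjusted p under 0.05, with 100 calls among unchanged genes where 98.0 are expected. In males it recovered 151, in females 156, and the interaction fit recovered 130 of 200 genes changed in males alone. The list test called the 1 raised set of 51 and 0 of the unchanged sets. The genes were drawn independently of each other. The simulation therefore does not show how the fits or the list test behave where genes are correlated, as in the real samples.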

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

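The tests of the Y-linked counts were chosen only after these counts were seen.

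In 9 of the 188 groups of 5 samples tested, over 47 genes, the gap between the highest or lowest sample and the nearest of the others exceeded the 95% critical value of Dixon's test, where chance gives 9.4. Control female 3 was high for Cyp4f15 (gap 0.910 of the range) and for Adra2b (0.729, 43 counts against 6 to 11). Control male 1 was low for ENSMUSG00000106106.2 (0.755, 408 counts against 1542 to 2750) and high for Ppp1r17 (0.746, 73 counts against 8 to 19) and Kdm5d (0.818). Control male 3 was high for Col11a1 (0.819). nPM male 1 was high for Fam196b (0.733, 396 counts against 73 to 120). nPM female 3 was high for Il12a (0.712, 10 counts against 3 to 5). Control female 5 was high for Eif2s3y (0.798), which is 1 count against 0. The calls of Cyp4f15 in females, Col11a1 in males and Il12a and Ppp1r17 with both sexes kept p under 0.005 whichever sample was left out. The interaction of Adra2b had a limma p of 0.137, not past the threshold, and of 0.278 without control female 3. The number of these samples is what chance gives, and no technical or biological explanation was tested for single samples.

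The nPM effect differed between the sexes, by an interaction p under 0.005, for 13 of the genes named in the text, with a smallest adjusted p of 0.406 (limma). The effect in males minus that in females, on the log2 scale, was 0.53 for Doc2b, 1.62 for Itgad, 2.33 for Magel2, 2.39 for Ttc30a2, 1.48 for Gm19335, -1.06 for Slc25a24, -0.87 for Gm16418, -3.33 for Ddx3y and -1.90 for Kdm5d. For Mybpc3 (-3.64), Hbq1a (-2.04), Gm38318 (3.52) and Igfals (-3.52), it came from the fit without the filter, and their counts were 0 to 25 per sample. These genes were chosen by the study or by their p on these samples. Of 100 regroupings of exposure within sex, 54 gave at least as many genes past the threshold in the interaction fit as the 43 found, so the number of such genes does not stand apart from chance. Ddx3y and Kdm5d are Y-linked, and their values in females are weighed with the Y-linked counts. For the others, a sex-specific biological effect stays open and was not tested beyond the interaction itself. By the labels the males were also older than the females, and only male mice were injected with EdU, so the interaction does not isolate sex. With each of the 20 samples left out in turn, the interaction stayed past the threshold in all 20 fits for Ddx3y, Magel2, Gm16418, Slc25a24, Ttc30a2 and Gm19335. It did so in 7 fits for Doc2b (largest p 0.0111, without nPM female 5), in 7 for Kdm5d (0.0214, without nPM female 4) and in 6 for Itgad (0.0144, without nPM female 5). The fits that leave out a sample were not made for the 4 genes with low counts.

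Uty, Kdm5d and Eif2s3y, Y-linked genes that the paper does not list, held 34 counts in the 5 nPM females and 6 in the 5 control females (exact permutation test on CPM, p = 0.0317). These 3 genes and Ddx3y each have an X-linked copy. The log2 fold changes of Ddx3x, Kdm6a, Kdm5c and Eif2s3x in females were between -0.07 and 0.17, with 95% intervals up to 0.51, where Uty, Kdm5d and Eif2s3y together rose by 2.45 (95% interval 0.48 to 4.42). For these 3 genes the intervals meet, with few counts. A constant share of the reads of the X-linked copies and a rise of the Y-linked genes themselves cannot be told apart there. With Ddx3y, whose difference prompted the comparison, the 4 genes together rose by 2.98 (95% interval 1.36 to 4.59), above the intervals of all X-linked copies. These values argue against a constant share for the 4 genes together, though Ddx3y was chosen for its rise. A share that differs between libraries was not tested. A mislabelled sample is argued against by the levels: the highest female had 1.05 CPM over the 4 Y-linked genes and the lowest male 248. Counts of male samples carried into the female libraries are a candidate explanation: the 60 counts of nPM females were shared among the 4 genes in proportions that did not differ from those of males (exact multinomial test, p = 0.441; Ddx3y 43.3% against 42.8%), at 0.173% of the male level. With 60 counts, this test can exclude only large departures. Xist, in turn, was present in males at 0.0634% of the female level, with 0 to 59 counts per sample. The labels give no lane or library batch, so whether the nPM female libraries shared one with males could not be examined, and a biological source, such as cells of male origin in females, was not tested.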

How the results depend on the processing

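The alternatives below were set before the data were examined, apart from the choroid plexus score, the surrogate variables, the thinned libraries and the enumeration of the eigengene groupings, which were chosen after seeing the data.

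The numbers of genes with p under 0.005 were 28 with both sexes, 41 in males, 18 in females and 43 for the interaction. RLE normalization, robust moderation, age as a covariate, 1 fit of the 4 groups and a filter within the sex kept each of them, where they apply, within 1.5 times these values. Without the filter on low counts they were 71, 104, 75 and 149, with 35001 genes tested with both sexes in place of 19797. The DESeq2 Wald test gave 43, 113, 55 and 89. Sample quality weights gave 53 with both sexes and 44 in females. The stricter filter gave 14 with both sexes and 23 for the interaction, and protein-coding genes alone gave 20 for the interaction, with fewer genes tested. The edgeR quasi-likelihood test gave 66 for the interaction. Apart from the filters, the cause was not tested. An adjusted p under 0.05 was found for 1 gene in males and 1 in females with DESeq2 and 1 for the interaction with edgeR, and for 0 genes in the other alternatives that kept all samples. Without control male 5 it was found for 1 gene in the interaction.

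The balance of directions did not hold throughout. In females, with 5 higher and 13 lower, more genes were higher with the edgeR test (13 and 11), 1 fit of the 4 groups (15 and 9), no filter (38 and 37), and without nPM female 3 (9 and 7) or 4 (37 and 11). In males, with 24 higher and 17 lower, more were lower with no filter (50 and 54), a filter within the sex (20 and 22), and without control male 4 (13 and 16) or 5 (29 and 31) or nPM male 3 (16 and 18), 4 (34 and 44) or 5 (8 and 15). For the interaction, with 30 and 13, more were lower with the edgeR test (31 and 35), no filter (68 and 81), and without nPM female 4 (24 and 29). With both sexes, 13 and 15, the balance went from 34 and 19 with sample quality weights to 13 and 26 without nPM male 4. The cause was not tested.

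The ratio of male to female numbers, 2.28, was 1.39 without the filter, 1.16 with sample quality weights and 3.69 with age as a covariate; the cause was not tested. The number of genes in more than 1 set, 9, was 29 without the filter, where the union was 221 and not 78.

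Leaving out each sample in turn gave 17 to 47 genes with both sexes, 23 to 78 in males, 10 to 48 in females and 24 to 77 for the interaction, and a ratio of 0.854 to 4.33. Numbers more than 1.5 times away came with both sexes without control female 1 (17), control female 5 (45) and nPM female 4 (47), in males without nPM male 4 (78) and nPM male 5 (23), in females without nPM female 1 (33), nPM female 4 (48) and nPM female 5 (10), and for the interaction without control female 1 (77) and control female 3 (24). The ratio was 4.33 and 1.28 without nPM males 4 and 5, and 1.24, 0.854 and 4.10 without nPM females 1, 4 and 5.

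The eigengene difference between the sexes, 4.69 (permutation p = 0.0500), was 4.70 with RLE normalization (p = 0.0494, past 0.05), and 3.82 to 5.84 across the 20 fits that each left out 1 sample. It passed 0.05 without control female 1, control male 2, control male 4, nPM female 1 or nPM male 3. With the mean z-score, a prior count of 2 and the enumeration it stayed positive and not past 0.05. No enumeration was made with RLE normalization, so the side of 0.05 is not settled there. Of the list tests, 14 of 51 had an adjusted p under 0.05 with camera, 0 with fry and 0 with camera at an estimated correlation, which allow for correlation between genes.

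With the choroid plexus score as a covariate, the number in males was 76 and the ratio 3.80, and with 2 surrogate variables the number with both sexes was 43; the cause was not tested. With every library thinned to 19092067 counts, the ratio was 2.30.

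For single genes and overlaps of 2 sets, 529 of the alternative values kept their direction and side of the threshold, 35 kept the direction but were no longer past it, 1 passed it and 3 overlaps moved; 0 reversed. In this count, the fits that each left out 1 sample enter only by their lowest and highest value. Taken singly, for 35 calls of a gene in a fit that were past the threshold, 65 of 510 such fits were no longer past it, and 22 of the 35 calls kept it in all of theirs. For 10 interactions not past the threshold, 3 of 200 such fits passed it, all for Col6a3. None of these reversed. The interactions of Doc2b, Itgad, Kdm5d and Magel2, past the threshold with all samples, are outside the 35 calls. They stayed past it in 7, 6, 7 and 20 of 20 such fits.

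The groups share replicate numbers in the labels. Control and nPM samples of the same sex that share a number were not alike: over 10 such pairs, correlations of their expression after removing group means were -0.364 to 0.157, with a median of -0.0559. For males and females of the same exposure that share a number, a check chosen after seeing the data, they were -0.226 to 0.224 (median 0.0300). The paper gives 5 litters per exposure group, but the labels give no litter, so litter could not be modelled. With the replicate block, the numbers were 20 with both sexes, 35 in males, 22 in females (13 higher and 9 lower) and 43 for the interaction, the ratio was 1.59, the eigengene difference was 4.69 (permutation p = 0.0723), and 17 of the 30 genes listed in Fig. 1d passed where 23 did without it.

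Low depth limits the genes with few counts: 12 of the 28 genes with both sexes, 10 of the 41 in males and 3 of the 18 in females had a mean of under 50 counts.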

Differences from the paper's values

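The paper's number of DEGs in males is 69 and the re-analysis gave 41. Among the alternatives set before the data were examined, sample quality weights (51) and age as a covariate (48) came within 1.5 times the paper's number; the edgeR and DESeq2 tests, RLE normalization, the filters, protein-coding genes, robust moderation, the replicate block, 1 fit of the 4 groups and a filter within the sex did not. Among the fits that each left out 1 sample, those without control male 1 (51), control male 2 (46), control male 3 (56), control male 5 (60) and nPM male 4 (78) did. With the choroid plexus score as a covariate, an alternative chosen after seeing the values, it was 76.

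The paper's number of DEGs in females is 37 and the re-analysis gave 18. The DESeq2 test (55) and sample quality weights (44) came within 1.5 times the paper's number, and the other alternatives of the same set did not. Among the fits that each left out 1 sample, the numbers without nPM female 1 (33), without nPM female 4 (48) and without control female 5 (26) did.

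Read by eye, Fig. 1c shows about 33 downregulated genes in males, where the re-analysis gave 17; sample quality weights, age as a covariate and a filter within the sex gave 22 each, within 1.5 times, as did the fits without control male 1 (23), control male 2 (23), control male 3 (25), control male 5 (31) and nPM male 4 (44), and the other alternatives did not. With the choroid plexus score, chosen after seeing the values, it was 44. Fig. 1c shows about 14 upregulated genes in females, read by eye, where the re-analysis gave 5; the edgeR test and the replicate block (13 each), 1 fit of the 4 groups (15) and sample quality weights (18) came within 1.5 times, as did the fit without nPM female 2 (10), and the others did not. It shows about 23 downregulated genes in females, read by eye, where the re-analysis gave 13; the DESeq2 test (28) and sample quality weights (26) came within 1.5 times, as did the fits without control female 1 (18), control female 4 (20), control female 5 (20) and nPM female 1 (29), and the others did not.

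The paper's fall of Il12a is over 200%, and the re-analysis gave 51.9%, which is 2.08-fold lower. The paper's change of Rhou in females is -100%, and the re-analysis gave -18.1%, which is 1.22-fold lower. A level cannot fall by more than the whole of it, so the paper's percentage for Il12a must be on another scale. The paper's text does not name that scale. A fall of Rhou by 100% would leave none, where nPM females had a mean of 39.1 CPM. With the fold itself written as a percentage, a change of unit chosen after seeing the values, Il12a has 208%, which is over 200%. Rhou has 122%, where the paper's 100% would mean no change, so this unit does not account for Rhou. On the scale of a percent fall, none of the alternatives set before the data were examined closed either gap.

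Of the genes the paper lists in Fig. 1d, 7 were not tested because of their low counts: Mybpc3, Hbq1a, Gm38318, Gm44169 and Gm16534 in males and Igfals and Rasl2-9 in females. All 7 had p under 0.005 without the filter on low counts. Without it, 30 of the 30 genes listed in Fig. 1d passed, against 23 with it. The paper's fits therefore held genes that this filter removes, and a difference in the filter contributes to the gaps. Testing every gene overshoots: 104 genes passed in males beside the paper's 69, 75 in females beside 37, and 71 with both sexes beside 29. The paper finds an association of nPM with a principal component of its HMGB1 genes, and for the own list of 79 tested genes the third component had p = 0.248 and the smallest p among the first 4 components was 0.206 (permutation tests). Of 1000 random sets of 79 genes, 0.2% had a component with p under 0.05, so this difference from the paper decides little.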

Other observations

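The tests of choroid plexus content, sequencing depth, the ribosomal RNA, small nuclear RNA and Mir9-1 genes, and the tissue lists for the Maroon genes were chosen after the results they concern were seen.

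Exposure was regrouped within each sex 100 times, the real grouping included. As many genes as the 28 with both sexes passed in 72 of the 100 (median 48, from 7 to 961), as many as the 41 in males in 52 (median 43.5, from 8 to 922), and as many as the 18 in females in 78 (median 44.5, from 2 to 370). A ratio of male to female numbers as far from 1 as 2.28 came up in 59, and a share of genes in more than 1 set as low as 11.5% in 74. None of these numbers therefore stands apart from other groupings of the same samples.

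With both sexes, 2.10% of genes had p under 0.05. Of the 100 regroupings, 17 had a share as low (median 4.21%, from 1.10% to 18.0%), so this share does not stand apart from other groupings. Between samples of the same group, the first principal component of expression held 25.7% of the variance, and the 10 choroid plexus genes had a median correlation of 0.918 with it across samples. Transthyretin (Ttr), abundant in the choroid plexus, was counted 291 to 252104 times per sample. Choroid plexus left on some hippocampi may add spread that hides an effect of nPM. With the choroid plexus score as a covariate, the number with both sexes was 37 and in males 76, and 26 and 35 of the genes found without it were among them. Both numbers lie within what leaving out single samples gave. That range does not show what an unrelated covariate would give, so these numbers do not decide on this cause. A biological difference in choroid plexus expression stays open and was not tested.

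The nPM females had the library with the fewest counts, which could lower their number of genes. With every library thinned to 19092067 counts in 10 draws, the ratio of male to female numbers had a median of 2.30 (from 1.82 to 3.57), which argues against depth as its cause. Without the library with the fewest counts, nPM female 4, more genes passed in females than in males. The ratio therefore depends on this library, which the thinning does not explain. The regroupings leave chance open.

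ENSMUSG00000106106.2, a ribosomal RNA gene, was higher by 0.92 on the log2 scale in nPM females. More ribosomal RNA left after depletion could raise Gm42418, on the same repeat, as well. Its log2 fold change in females was -0.26 (SE 0.42, limma p = 0.547, exact permutation p = 0.627), with a 95% interval up to 0.66, but it lies on the opposite strand, and the strand setting of the counts is not known. AY036118, on the same strand, had 0 counts in the female libraries and decides nothing. Incomplete depletion and an effect of nPM therefore cannot be told apart here, and reads shared with other copies of the repeat were not tested.

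Rnu2-10 fell by 2.84 on the log2 scale in nPM females. The other 1382 small nuclear RNA genes together had 3254 ± 491 CPM (SD, n = 5) in control females and 3267 ± 928 in nPM females (exact permutation test, p = 0.897), which argues against a general change in the recovery of small nuclear RNA. Reads shared with other U2 copies and a biological difference stay open and were not tested.

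Mir9-1 was higher after nPM. Its position overlaps 5 transcripts of Gm3764 in the M21 annotation but 0 of their exons, so spliced transcripts of Gm3764 would give it no reads and unspliced ones could. Between samples of the same group, Mir9-1 and Gm3764 had r = 0.360 (permutation p = 0.176) and rho = 0.278 (permutation p = 0.296), and r = 0.237 without the 2 samples farthest from the median of Gm3764. With 20 samples, such a correlation excludes neither reads of Gm3764 nor an effect on Mir9-1 itself, and these cannot be told apart.

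Tissue next to the hippocampus in some dissections may contribute to the values of the Maroon genes. Their eigengene was compared with 15 marker lists between samples of the same group. The smallest adjusted permutation p was 0.0898, for the choroid plexus list (r = 0.617, raw p = 0.0120; rho = 0.624, raw p = 0.0134; r = 0.476 without the 2 samples farthest from the median) and the striatum list (r = 0.582, raw p = 0.0104; rho = 0.403, raw p = 0.0653; r = 0.399 without 2 samples). The median log2 fold changes of these lists were 0.93 and 0.33 in females, where the eigengene fell, so they run against it there, though neither list had an adjusted p under 0.05 in females with fry. The thalamus list (r = 0.487, raw p = 0.0441; r = 0.686 without 2 samples) had an adjusted permutation p of 0.166 and ran with the eigengene, by 0.26 in males and -0.22 in females. The dentate gyrus list, from the hippocampus itself, had r = 0.568 and an adjusted permutation p of 0.151. Tissue content and an effect of nPM cannot be told apart here, since no list passed 0.05 and r was not near 0 for these 4.

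Camera gave an adjusted p under 0.05, over 51 tests, for 14 list tests. With both sexes, the lists of microglia (median log2 fold change 0.08, adjusted p = 0.00151), dentate gyrus (0.10, 0.0393), striatum (0.20, 0.0273) and endothelial cells (0.04, 0.0495) were higher and that of neocortex lower (-0.21, 0.00709). In males, dentate gyrus (0.23, 0.0212) and oligodendrocytes (0.20, 0.0224) were higher and neocortex lower (-0.29, 0.00709). In females, microglia (0.21, 9.21e-05), endothelial cells (0.15, 0.0225), choroid plexus (0.93, 0.0336) and meningeal fibroblasts (0.46, 0.0336) were higher, and thalamus (-0.22, 0.0152) and oligodendrocytes (-0.08, 0.0495) lower. The smallest adjusted p over the 3 fits was 0.0599 for interneurons, 0.173 for immediate early genes, 0.256 for CA1, 0.258 for blood, 0.266 for CA3, 0.284 for immature neurons and neurogenesis, 0.390 for the own HMGB1 list and 0.538 for astrocytes. Of the 14 calls, 0 held under fry and 0 under an estimated correlation, and 45 of the 100 regroupings gave at least 14 calls, so the calls do not stand apart from chance.

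Other genes that the paper associates with phenotypes had these values, without any phenotype being available. In males, the log2 fold change was 0.28 for Bcan (limma p = 0.00344, exact permutation p = 0.0238), 1.02 for Gm37166 (0.00299 and 0.00794), 0.36 for Gm3764 (0.00439 and 0.0238), -0.41 for Tfb2m (0.00192 and 0.0159) and, without the filter, 1.80 for Gm16228 (0.00272 and 0.00794) and -1.89 for Hbq1a (0.000371 and 0.00794). In the 10 fits that each left out 1 male, the limma p stayed under 0.005 in 1 for Bcan (largest 0.0119), 3 for Gm37166 (0.00963), 2 for Gm3764 (0.0129) and 9 for Tfb2m (0.00558), and these fits were not made for Gm16228 and Hbq1a. In 1 fit of the 4 groups the limma p was 0.0557 for Bcan, 0.00843 for Gm37166 and 0.0149 for Gm3764. In females these 6 genes had limma p from 0.349 to 0.976. With both sexes, Btf3l4 fell by 0.19 (limma p = 0.00495; exact permutation p = 0.0397 in females and 0.111 in males), and its limma p stayed under 0.005 in 2 of 10 alternatives and in 6 of the 20 fits that each left out 1 sample. Gm37166 overlaps Rab6b, and Gm16228 overlaps Rasgef1b.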
